A study of Mus musculus with 64 samples. Its data were reported in "AAV9:PKP2 improves heart function and survival in a Pkp2-deficient mouse model of arrhythmogenic right ventricular cardiomyopathy" (2024).

How the data were processed

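Bulk RNA sequencing had been performed on the right ventricle (RV) and the left ventricle (LV) of 32 C57BL6 mice, which gave 64 libraries, and all 64 were used. The animals carried floxed Pkp2 alleles. In the knockout (cKO) groups a tamoxifen-inducible Cre recombinase under the cardiac myosin heavy chain promoter removed Pkp2 from cardiomyocytes, and the wild-type (WT) animals were littermates without Cre. Group, ventricle and animal were taken from the submitters' labels. The 5 groups were WT (9 animals), untreated cKO (4), and cKO animals that received an adeno-associated virus serotype 9 vector carrying mouse Pkp2, namely AAV_3E13 (8 animals, 3e+13 vector genomes per kg), AAV_1E14 (5 animals, 1e+14) and AAV_1E14_2.5wk (6 animals, 1e+14). According to the labels the first 2 vector groups were dosed 1 week before tamoxifen and the last group 2.5 weeks after it, and descriptions of the study differ on whether the early dose came before or after tamoxifen. WT and untreated cKO animals received vehicle. By label, replicates were separate animals with 1 RV and 1 LV library each. The untreated cKO hearts were collected earlier than the others, so each comparison with that group also holds a difference in age.

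The authors trimmed the reads with fastp, quantified transcripts with Salmon 1.8.0, with corrections for sequence, GC and positional bias, against a transcriptome on GRCm39 and summed them to genes with tximport, as the methods and the submitters' processing notes state. The deposited count table holds the authors' estimated counts per gene, not normalised and not all whole numbers. The deposited TPM table holds TPM (transcripts per 1e+06 transcripts) from the same runs, and its columns summed to between 789184 and 911243. The deposited length table holds the mean effective transcript length in bases per gene and library, and counts divided by these lengths returned the TPM. The count table had 39153 rows, of which 12239 had no counts and 1 had no gene name. The row without a name took at most 0.00136% of a library and was left out. Total counts per library ranged from 7.96 M to 14.6 M (median 11.5 M, where M stands for 1e+06). The labels describe polyadenylated RNA, and the protocol names a ribosomal depletion kit, so the kind of selection is uncertain. The 37 mitochondrially encoded genes took between 16.6% and 40.2% of the counts (mean 30.4%) and were left out before library sizes were computed, as the study did. The counts that remained ranged from 5.34 M to 10.2 M per library (median 7.93 M). Rounding to whole counts changed no library total by more than 5.24e-04%.

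Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalisation, filterByExpr on the 2 groups compared, quasi-likelihood F test). Each ventricle was tested alone, only the libraries of the 2 groups compared entered the fit, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in that comparison, with 0.05 as the threshold. Log2 fold changes are given with their standard errors (SE), and expression is given as CPM (counts per 1e+06 counts used, after scaling by the TMM factors of all libraries), as mean ± SD. Differences between ventricles within a group, and the 2 contrasts of ventricle with group, were tested in the same way without and with the animal as a block. Animal numbers pair the libraries by label, which is doubtful for animal 5814 and its block. The correlation between an animal's ventricles, in deviations from group means over 15192 genes, had a median of 0.114 over 32 animals. It ran from -0.0302 (5814) to 0.520 and was over 0.1 in 18. Between ventricles of different animals of a group its median was -0.0153. Levels of Pkp2 and shares of mitochondrial counts were compared between groups with exact two-sided permutation tests.

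Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01. The 42 lists, with 856 symbols of which 853 were in the count table (15 of them under another name), were written, like the groups, comparisons, tests and 18 processing alternatives, before the data were examined. They cover matrix and fibroblast genes, immune and interferon genes, proliferation, energy metabolism, contraction, ion channels and cell junctions and markers of macrophages, endothelium and Schwann cells, among others. Each list was tested again with a correlation estimated from the data. For each list the number of members that passed over all genes tested is given, as is the number that passed when p-values were adjusted over the list alone.

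Genes named in the text were chosen by a rule: Pkp2; the 5 genes that the study followed by RT-qPCR (Nppa, Nppb, Col1a1, Col3a1 and Timp1), which are not independent of the study's choice; the members of each described list with the smallest p; and, in the main comparisons, up to 5 genes with the largest rise and 5 with the largest fall among called genes whose libraries did not overlap between the groups, with a mean of at least 1 CPM and a name that is not a predicted gene's. List members that moved against their list, genes from counts of 5 or fewer, and a few genes in the closing section were named after their values were seen. A few genes that these rules would name are not reported here. Coordinates are those of GENCODE M39 on GRCm39, matched by gene name. A match was found for 32954 genes, or 84.2% of those with a name. Some symbols in the table are older than current ones (Wisp1, Ctgf, Ddx58).

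How the transcripts of knockout animals relate to WT was described by the slope, through the origin and through all genes called higher, or all called lower, in cKO than in WT of a ventricle, of the log2 fold change of a treated group against WT on that of cKO against WT. A slope of 0 means no remaining difference on average. Both comparisons share the WT libraries. Therefore WT libraries, cKO libraries and an unchanged treated group were simulated 5 times per treated group and ventricle, the WT animals were split in 2 sets of which each served 1 of the comparisons, and the overlap of independent lists (the product of both numbers of calls divided by the number of genes tested in both) was computed per direction.

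The test was checked on simulated counts drawn from the means and library sizes of the real groups, with 200 changed genes. For cKO against WT in RV (14150 genes), 22.4%, 70.1% and 100% of genes changed 1.5-fold, 2-fold and 4-fold were called. For AAV_1E14 against WT in LV (13327 genes) the shares were 46.3%, 80.6% and 97.0%, for AAV_1E14_2.5wk against AAV_1E14 in LV (13234 genes) 25.4%, 79.1% and 95.5%, and in RV (13253 genes) 40.3%, 76.1% and 98.5%. At most 4.32% of the calls of this test were false in these simulations.

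The alternatives were DESeq2 size factors in the same fit, the DESeq2 1.42.0 Wald test, no filter, the study's filter (detection in at least 10% of libraries), mitochondrial genes kept, transcript length offsets, the unequal-variance test on log2(TPM + 1) that the study used, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), all 5 groups in one fit, both ventricles pooled or summed, Xist as a covariate, the animal as a block, and each cKO or AAV_1E14 animal left out in turn. The relative effective length of each library (the median, over genes with a mean count over 100, of the deviation of a gene's effective length from its mean, from -141 to 151 bases), protein-coding genes only, and leaving out each animal of the other groups were added after the data were examined, as were tests between ventricles in the treated groups. Counts from reads without molecular identifiers are not independent molecules, and the SD between animals holds both biological and counting variation.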

Results

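RNA was sequenced from both ventricles of mice that model arrhythmogenic right ventricular cardiomyopathy, a disease often caused by loss of the desmosomal protein plakophilin-2. Pkp2 had been deleted from adult cardiomyocytes (cKO), and 3 knockout groups had received a vector carrying mouse Pkp2. By label each of 32 animals gave an RV and an LV library, 64 in all. The animals were 9 WT, 4 untreated cKO, 8 AAV_3E13, 5 AAV_1E14 and 6 AAV_1E14_2.5wk. AAV_1E14_2.5wk_RV_5814 looked mostly male and its LV partner female. AAV_3E13 and AAV_1E14 animals were dosed 1 week before Pkp2 was deleted, and AAV_1E14_2.5wk animals 2.5 weeks after it. Tests used 5.34 M to 10.2 M counts per library. Untreated cKO hearts were collected earlier than all others. On the first principal component, which held 20.3% of the variance, the 8 cKO libraries lay at 68.5 or higher, and no other library lay above 33.6.

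The labels and the strength of vector expression were checked first, through Pkp2 itself (GRCm39 chr16:16031144-16090586). WT libraries held 149 ± 20.5 CPM of Pkp2 in RV and 192 ± 18.8 CPM in LV (mean ± SD, n = 9). In cKO animals the levels were 60.5 ± 28.5 and 68.2 ± 24.4 CPM (n = 4), and no cKO library reached the lowest WT library (123 CPM in RV, 162 CPM in LV). Pkp2 fell by 1.29 log2 units in RV (SE 0.22, adjusted p = 2.73e-04, exact permutation p = 0.00140) and by 1.51 in LV (SE 0.20, adjusted p = 2.44e-05, exact permutation p = 0.00140).

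All vector groups held more Pkp2 than WT, which shows that the vector's transcripts were counted under the gene's name. AAV_3E13 animals held 296 ± 81.1 CPM in RV and 300.3 ± 50.2 CPM in LV (n = 8), which was 1.98-fold and 1.57-fold the WT level (adjusted p = 3.42e-04 and 2.94e-05). AAV_1E14 animals held 1302 ± 544 and 1415 ± 692 CPM (n = 5), and AAV_1E14_2.5wk animals 1927 ± 987 and 2320 ± 1594 CPM (n = 6). The log2 fold changes against WT were 3.11 and 2.89 for AAV_1E14, and 3.68 and 3.60 for AAV_1E14_2.5wk, with all 4 adjusted p at or below 3.24e-05. The higher dose gave 2.11 log2 units more Pkp2 than the lower dose in RV and 2.22 more in LV (adjusted p = 0.00112 and 2.53e-04). Late and early dosing at the higher dose did not differ in Pkp2 (log2 fold change 0.58 in RV, exact permutation p = 0.234, and 0.72 in LV, exact permutation p = 0.387).

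**Figure D1:**
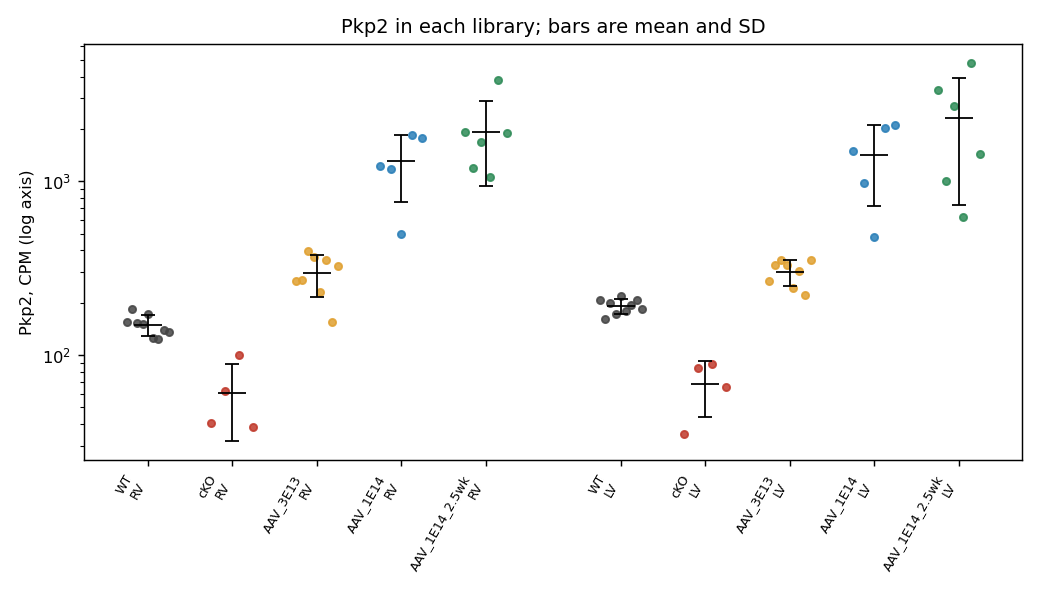
Pkp2 in CPM (log axis) in each library by group and ventricle, with bars for the mean and SD. The cKO libraries lie below the WT libraries, and both AAV_1E14 groups lie between 477 and 4798 CPM.

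The first question was what loss of Pkp2 changed in each ventricle. In RV 3112 genes were higher and 2878 lower in cKO than in WT, of 14150 tested. In LV 3272 were higher and 3179 lower, of 13846 tested. The median absolute change of the genes called was 0.96 log2 units in RV and 1.02 in LV, and 2832 and 3333 of the genes called changed more than 2-fold. Leaving out 1 animal at a time gave 4998 to 5957 calls in RV and 5674 to 6425 in LV. With the unequal-variance test on log2(TPM + 1), 2922 genes were called in RV and 1895 in LV.

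**Figure D2:**
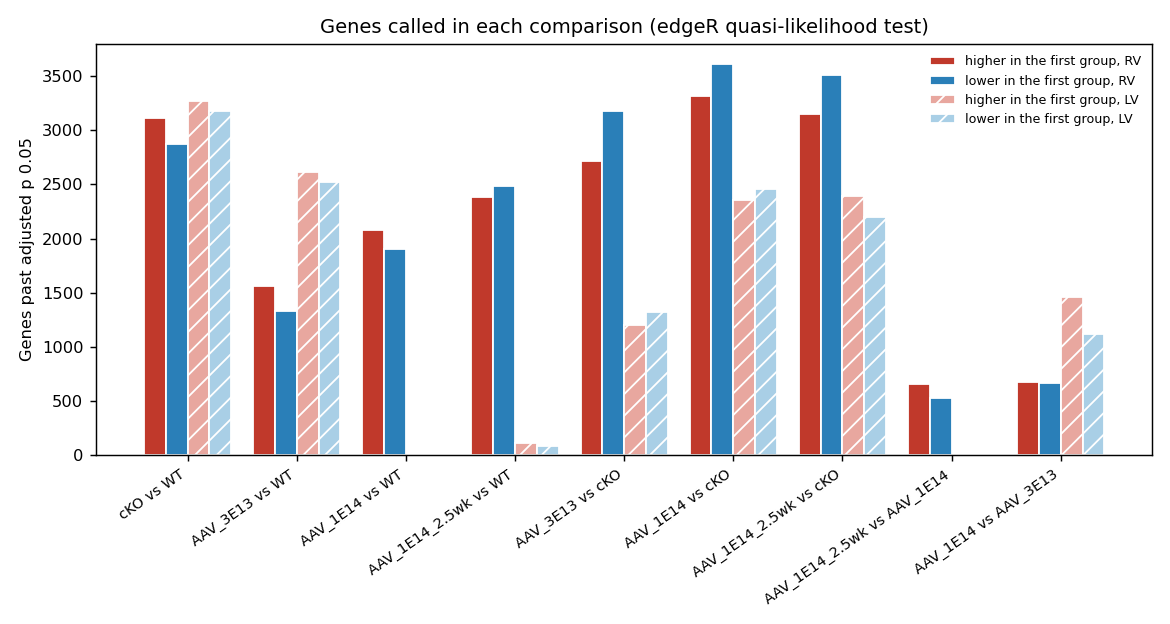
Number of genes called higher and lower (adjusted p below 0.05, edgeR) in each comparison and ventricle. The bars for AAV_1E14 against WT show 3981 genes in RV and 1 in LV.

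Genes of the extracellular matrix rose in both ventricles. Col1a1 (chr11:94827050-94843868), which encodes the main chain of fibrillar collagen, rose from 54.9 ± 24.3 CPM in WT to 1701 ± 521 CPM in cKO RV, a log2 fold change of 4.96 (SE 0.28, adjusted p = 2.70e-08). In LV it rose by 4.40 (SE 0.34, adjusted p = 7.97e-07). Col3a1 rose by 4.13 in RV and 3.63 in LV. Timp1, an inhibitor of matrix proteases, rose by 5.03 and 4.97 (4.22 without cKO_LV_3213), from less than 2 CPM in WT. Fn1 (3.79 and 3.84) and Lox (5.00 and 4.94), whose products bind and crosslink matrix, rose alongside, as did Col1a2 and Col5a2 in RV. The matrix list rose in both ventricles (camera, adjusted p = 7.41e-53 in RV and 1.10e-30 in LV), with 30 of 31 members higher in RV and 28 of 30 in LV (30 and 28 adjusted over the list alone). Dcn was not called in either ventricle, and Lum was not called in LV. Markers of activated fibroblasts rose too, with 21 of 21 members higher in RV and 20 of 21 in LV (21 and 20 adjusted over the list alone, camera, adjusted p = 2.12e-22 and 1.64e-15), Tagln in LV being the exception. Cthrc1 was at 0.167 CPM in WT RV and at 29.7 ± 9.90 CPM in cKO RV, and Postn rose by 4.21 and Ltbp2 by 5.47 log2 units there. Both lists held with an estimated correlation in both ventricles (adjusted p between 0.0123 and 0.0338), and no other list did in this comparison.

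**Figure D3:**
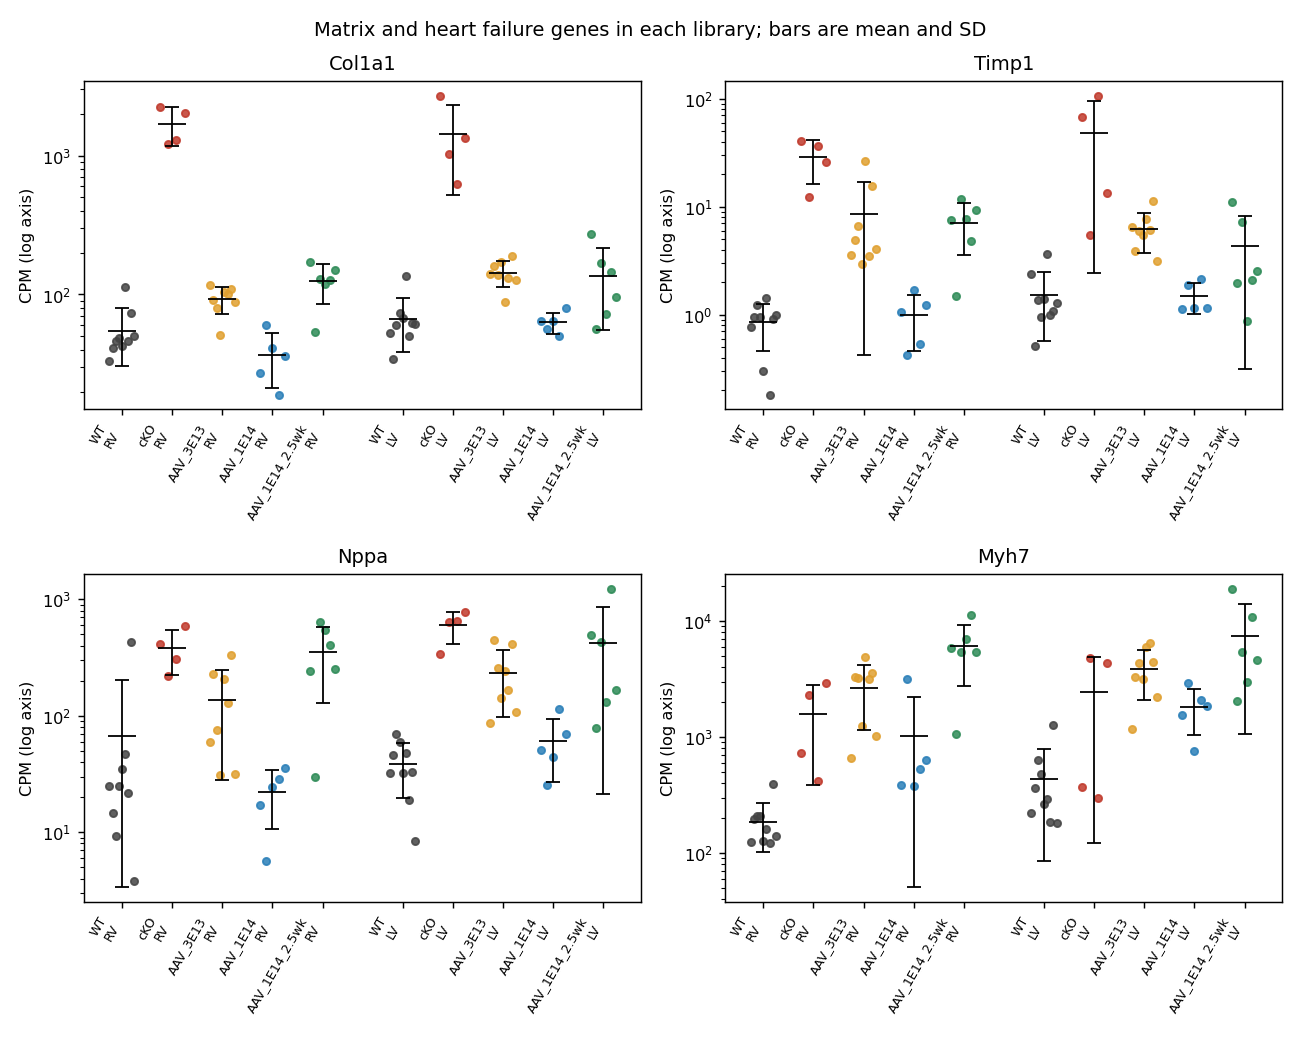
Col1a1, Timp1, Nppa and Myh7 in CPM (log axis) in each library by group and ventricle, with bars for the mean and SD. Col1a1 is near 1701 CPM in cKO RV and near 54.9 CPM in WT RV.

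TGF-beta target genes rose as a list in RV, with 12 of 18 members higher (13 adjusted over the list alone) and Ltbp1 and Id1 lower (camera, adjusted p = 1.78e-06, and adjusted p = 0.0847 with an estimated correlation). In LV 12 of 18 rose (12 adjusted over the list alone) and Ltbp1 and Bambi fell (camera, adjusted p = 3.49e-04, and adjusted p = 0.0646 with an estimated correlation).

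Macrophage and chemokine lists were higher in cKO hearts. Ms4a7, a macrophage gene, rose from 9.25 ± 1.65 to 106 ± 44.2 CPM in RV (log2 fold change 3.52, SE 0.21, adjusted p = 3.98e-08) and by 3.13 in LV. Ctss, a lysosomal protease of macrophages, rose by 4.34 and 3.45. Ccr2, the receptor through which monocytes enter tissue, rose by 2.38 and 3.05. Of the macrophage and monocyte list 20 of 26 members were higher in RV and 22 of 25 in LV (20 and 22 adjusted over the list alone, camera, adjusted p = 5.50e-18 and 8.20e-09). The calls were lost with an estimated correlation (adjusted p = 0.0847 in RV and 0.216 in LV). Not all members rose: Timd4 fell in both ventricles, Cd163 in RV and Lyve1 in LV. The chemokine list had 21 of 27 members higher in RV, with Ccl11 lower, and 20 of 26 higher in LV (21 and 20 adjusted over the list alone, camera, adjusted p = 9.07e-09 and 5.11e-07, and adjusted p = 0.0838 with an estimated correlation in RV and 0.164 in LV). Neither the lymphocyte list (4 of 10 higher in RV and 5 of 12 in LV, 4 and 2 adjusted over the list alone, camera, adjusted p = 0.398 and 0.2498) nor that of neutrophils and mast cells (2 of 7 and 4 of 5, 2 and 4 adjusted over the list alone, camera, adjusted p = 0.560 and 0.105) was called.

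Ikbke, a kinase upstream of NF-kappaB, rose by 2.14 log2 units in RV and 2.94 in LV. The NF-kappaB list had 17 members higher in RV and 14 in LV, of 25 measured (18 and 17 adjusted over the list alone), and Ikbkg was lower in both (camera, adjusted p = 1.32e-04 and 7.88e-05, and adjusted p = 0.111 with an estimated correlation in RV and 0.128 in LV). Among interferon-stimulated genes Oas3 rose by 3.81 in RV and Stat2 by 1.25 in LV. Of these 33 genes 24 were higher in RV and 29 in LV (28 and 31 adjusted over the list alone, camera, adjusted p = 2.07e-07 and 1.84e-08, and adjusted p = 0.277 with an estimated correlation in RV and 0.219 in LV).

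Genes of dividing cells rose. Mki67 rose from 17.3 ± 8.86 to 176 ± 108 CPM in RV (log2 fold change 3.36, SE 0.38, adjusted p = 1.00e-05) and by 3.39 in LV. The proliferation list had 27 of 29 members higher in RV and 22 of 27 in LV (27 and 24 adjusted over the list alone, camera, adjusted p = 2.09e-11 and 2.10e-06, and adjusted p = 0.204 with an estimated correlation in RV and 0.358 in LV), and Cenpf was lower in both.

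Genes that mark the stressed heart were higher in cKO. Nppa, which encodes atrial natriuretic peptide, rose by 3.93 in LV (SE 0.37, adjusted p = 2.57e-06) and by 2.52 in RV (SE 0.87, adjusted p = 0.0295), where 1 WT library, WT_RV_5819, carried atrial transcripts and 426 CPM of Nppa. Without that library the change in RV was 4.09, and the call was lost without cKO_RV_2006 (2.48) or cKO_RV_3217 (2.23). Nppb rose by 2.08 in RV (SE 0.39, adjusted p = 6.14e-04) and was not called in LV (log2 fold change 0.79, adjusted p = 0.154), and this difference between ventricles was not called either (1.26, adjusted p = 0.450). Spp1, which encodes osteopontin, was at 0.454 ± 0.326 CPM in WT RV and at 275 ± 302 CPM in cKO RV. The heart failure list rose, with 10 of 13 members higher in RV and 7 of 14 in LV (10 and 7 adjusted over the list alone, camera, adjusted p = 7.88e-06 and 2.69e-04, and adjusted p = 0.0847 with an estimated correlation in RV and 0.206 in LV). Edn3 was lower in both ventricles.

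The oxidative phosphorylation, fatty acid and branched-chain amino acid lists fell in both ventricles, and glycolysis was not called (camera, adjusted p = 0.797 in RV and 0.159 in LV, 5 of 19 members higher and 3 lower in RV and 3 and 9 in LV, 5 and 3, and 4 and 11, adjusted over the list alone). Cox6c (chr15:35923634-35938392), a subunit of cytochrome oxidase, fell by 2.21 log2 units in RV (SE 0.24, adjusted p = 7.51e-06) and by 2.27 in LV. Of 45 nuclear genes of oxidative phosphorylation 43 were lower in RV and 45 in LV (44 and 45 adjusted over the list alone, camera, adjusted p = 6.21e-19 and 3.43e-25, and adjusted p = 0.204 with an estimated correlation in RV and 0.146 in LV). Cd36, which carries fatty acids into the cell, fell from 1599 ± 296 to 614 ± 79.3 CPM in RV (log2 fold change -1.37, SE 0.16, adjusted p = 1.43e-05), and Lpl fell by 1.86. Ppara, a regulator of fat oxidation, fell by 2.20 in LV. The fatty acid oxidation list had 29 of 32 members lower in RV and 28 of 32 in LV (29 and 28 adjusted over the list alone, camera, adjusted p = 2.75e-16 and 1.04e-20, and adjusted p = 0.112 with an estimated correlation in RV and 0.0779 in LV). Ppm1k, which switches on the breakdown of branched-chain amino acids, fell from 288 ± 49.8 to 59.96 ± 10.5 CPM in RV, and its log2 fold change in LV was -2.76. All 21 genes of that pathway were lower in both ventricles (21 and 21 adjusted over the list alone, camera, adjusted p = 3.79e-17 and 1.04e-20, and adjusted p = 0.111 with an estimated correlation in RV and 0.0646 in LV).

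Genes of contraction and excitation fell. Atp2a2, the calcium pump that relaxes the heart, fell from 10651 ± 1842 to 2517 ± 1343 CPM in RV (log2 fold change -2.07, SE 0.28, adjusted p = 3.83e-05) and by 2.68 in LV, and Pln, its regulator, fell by 2.36 and 3.02. The calcium handling list had 14 of 19 members lower in RV and 15 of 18 in LV (15 and 15 adjusted over the list alone, camera, adjusted p = 1.40e-06 and 1.07e-07, and adjusted p = 0.112 with an estimated correlation in RV and 0.128 in LV). In RV 1 member was higher and in LV 2, Itpr2 among them (2 and 3 adjusted over the list alone). The sarcomere list had 18 of 24 members lower in RV, with Flnc higher, and 20 of 24 lower in LV (19 and 20 adjusted over the list alone, camera, adjusted p = 8.79e-08 and 3.23e-09, and adjusted p = 0.229 with an estimated correlation in RV and 0.206 in LV). Kcnj3, a potassium channel gene, fell from 235 ± 28.1 to 37.3 ± 22.02 CPM in RV (log2 fold change -2.65, SE 0.30, adjusted p = 1.01e-05), with -3.23 in LV. Of 24 ion channel genes 17 were lower in each ventricle (18 and 17 adjusted over the list alone, camera, adjusted p = 3.31e-07 and 8.20e-09, and adjusted p = 0.112 with an estimated correlation in RV and 0.0869 in LV).

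Partners of Pkp2 at the cell junction fell with it. Dsg2 (chr18:20691074-20737581), a desmosomal cadherin, fell from 218 ± 19.4 to 59.6 ± 20.6 CPM in RV (log2 fold change -1.86, SE 0.18, adjusted p = 2.69e-06) and by 2.00 in LV. Dsp, which links desmosomes to intermediate filaments, fell by 1.17 in RV (SE 0.20, adjusted p = 3.30e-04) and by 1.58 in LV. Of 9 desmosomal genes other than Pkp2, 6 were lower in each ventricle (6 and 6 adjusted over the list alone, camera, adjusted p = 0.00306 in RV and 5.32e-04 in LV, and adjusted p = 0.153 with an estimated correlation in RV and 0.159 in LV), and Tmem43 was higher in both. The list of gap junctions and intercalated discs had 10 of 18 members lower in RV, with Xirp2 higher, and 9 of 18 lower in LV, with Gja5 and Ctnnd1 higher (10 and 9 adjusted over the list alone, camera, adjusted p = 0.00611 and 0.00233, and adjusted p = 0.1997 with an estimated correlation in RV and 0.259 in LV).

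Tnc, a matrix glycoprotein of wound healing, rose from 3.40 ± 1.85 to 447 ± 236 CPM in RV and was among the 5 largest rises, and Sprr1a rose by 6.73 in RV and 7.02 in LV. Retnla, a gene of alternatively activated macrophages, was at 5.57 CPM in WT RV and at 0.0224 CPM in cKO RV. The log2 fold change of Acsm5 in RV was -5.52. The mitochondrially encoded share of counts was 24.4 ± 1.07% in cKO RV and 29.4 ± 3.63% in WT RV (exact permutation p = 0.0266, adjusted p = 0.157 over the shares compared). These changes were measured in whole tissue and along with an earlier collection of the cKO hearts.

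The second question was how far each vector group differed from WT. In AAV_3E13 RV 1558 genes were higher and 1326 lower than in WT, of 13246 tested, and in LV 2614 were higher and 2522 lower, of 13116 tested. Changes were smaller than in untreated cKO, with a median absolute log2 fold change of 0.49 in RV and 0.56 in LV among the genes called, and 270 and 559 of them changed more than 2-fold. The count fell to 1908 in RV with relative effective length as a covariate. With both ventricles pooled 2214 genes were called, and with both summed 2024. The difference from WT itself differed between ventricles for 5159 genes of 13983 (4165 with relative effective length as a covariate), in a test that was added after the data were examined, as were its counterparts for the other vector groups.

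In AAV_3E13 hearts matrix genes stayed above WT. Col1a1 was at 92.4 ± 20.5 CPM in RV (log2 fold change 0.75, SE 0.21, adjusted p = 0.0162) and at 143 ± 30.6 CPM in LV (1.12, adjusted p = 2.37e-04). Timp1 was 3.26 log2 units above WT in RV (SE 0.48, adjusted p = 3.46e-04) and 2.06 above it in LV. The matrix list was higher in both ventricles, with 23 of 30 members called in RV (25 adjusted over the list alone, camera, adjusted p = 7.72e-20, and adjusted p = 0.0983 with an estimated correlation) and 28 of 30 in LV (29 adjusted over the list alone, camera, adjusted p = 1.29e-20, and held with an estimated correlation at 0.0426). Of 19 activated fibroblast genes 13 were higher in each ventricle (13 and 13 adjusted over the list alone, camera, adjusted p = 5.58e-12 and 8.11e-11). This call held in LV (adjusted p = 0.0230 with an estimated correlation) but not in RV (adjusted p = 0.0983 with an estimated correlation).

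Stress genes were raised as well. Myh7, the slow myosin of the fetal and the failing mouse heart, rose from 187 ± 84.1 to 2634 ± 1490 CPM in RV (log2 fold change 3.82, SE 0.37, adjusted p = 1.64e-05) and by 3.16 in LV (SE 0.41, adjusted p = 1.02e-05). Nppb rose by 2.43 in RV (SE 0.36, adjusted p = 3.53e-04) and Nppa by 2.60 in LV (SE 0.37, adjusted p = 2.99e-05). Neither Nppa in RV (1.02, adjusted p = 0.346) nor Nppb in LV (0.37, adjusted p = 0.363) was called, but without WT_RV_5819 Nppa in RV was called at 2.58 (adjusted p = 0.00317). The heart failure list was higher, with 7 of 12 members called in RV and 6 of 13 in LV (8 and 6 adjusted over the list alone, camera, adjusted p = 5.64e-07 and 0.00560, and adjusted p = 0.0983 with an estimated correlation in RV and 0.298 in LV).

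Oxidative phosphorylation and fatty acid oxidation were called in LV of this group and not in RV. In LV Atp5c1, an ATP synthase subunit, fell from 654 ± 46.3 to 334 ± 53.2 CPM (log2 fold change -0.96, SE 0.09, adjusted p = 4.54e-07), and Hadh, a fat oxidation enzyme, fell from 310.1 ± 38.8 to 130 ± 27.9 CPM. Of 45 oxidative phosphorylation genes 40 were lower (42 adjusted over the list alone, camera, adjusted p = 4.20e-30, held at 0.0230 with an estimated correlation), as were 24 of 32 fatty acid oxidation genes (25 adjusted over the list alone, camera, adjusted p = 1.03e-19, held at 0.0230 with an estimated correlation). In LV 11 lists held in this way, more than in any other comparison. In RV the first list had 3 members higher (Cycs, Ndufb5 and Ndufc1) and 1 lower (Ndufs7), and was not called (camera, adjusted p = 0.929, 2 and 1 adjusted over the list alone). The second had 3 members lower and was not called (camera, adjusted p = 0.355, 3 adjusted over the list alone). When both ventricles were pooled, Cycs, Ndufb5 and Ndufc1 turned to -0.30, -0.19 and -0.29, and with relative effective length as a covariate Ndufs7 turned to 0.05.

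At the preset correlation titin-linked and endothelial lists had opposite calls in AAV_3E13 RV and LV. Xirp2, a stress-induced actin-binding protein of the Z-disc, was at 2708 ± 648 CPM in RV and at 1194 ± 215 CPM in WT RV. Of 17 titin-linked genes 9 were higher in RV (10 adjusted over the list alone, camera, adjusted p = 1.30e-06, and adjusted p = 0.0983 with an estimated correlation). In LV 8 were lower, among them Trim63 and Fhl2, with Ankrd1 and Pdlim7 higher (9 lower adjusted over the list alone, camera, adjusted p = 5.02e-04, and adjusted p = 0.115 with an estimated correlation). Of 20 endothelial markers 11 were lower in RV (12 adjusted over the list alone, camera, adjusted p = 1.06e-05, and adjusted p = 0.0983 with an estimated correlation), Esam by 0.62 and Tie1 by 0.54. In LV 13 were higher, with Prox1 lower (13 adjusted over the list alone, camera, adjusted p = 0.00395, and adjusted p = 0.234 with an estimated correlation). Esam and Tie1 were at 0.03 when both ventricles were pooled.

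**Figure D4:**
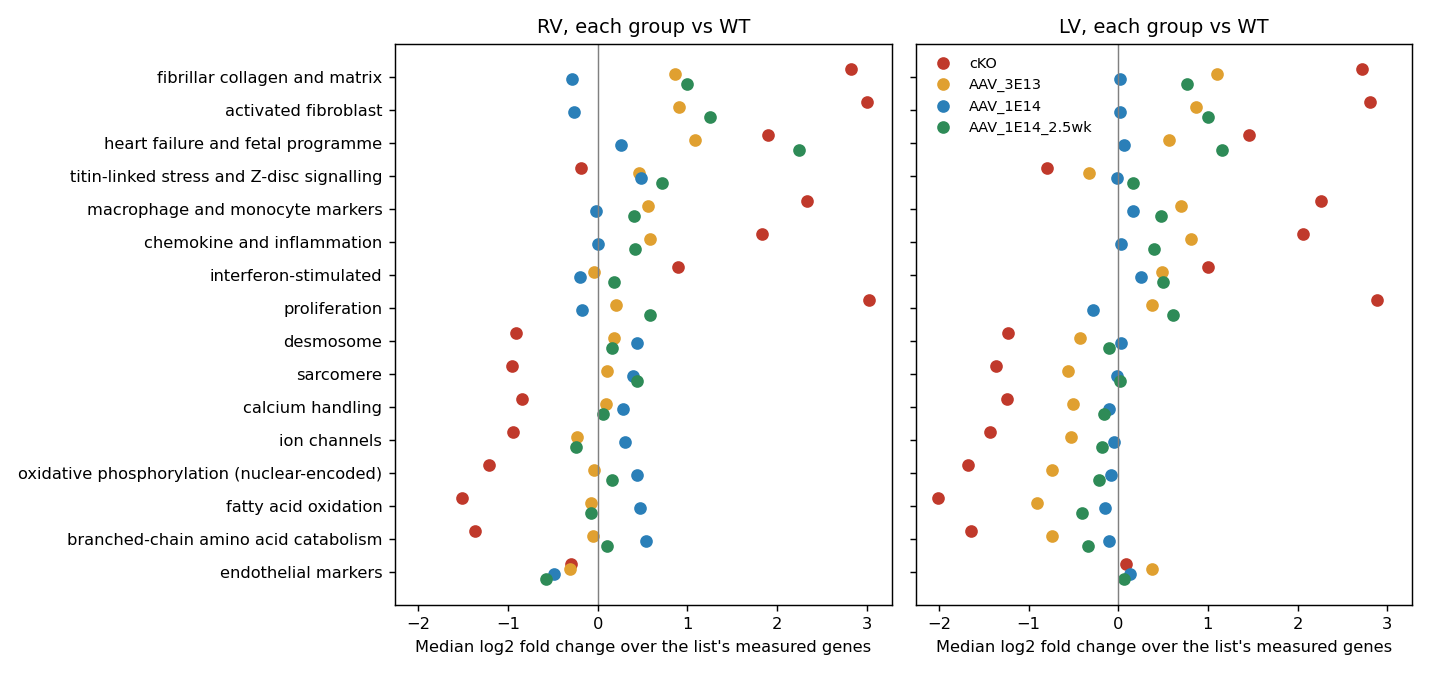
Median log2 fold change against WT of the genes of 16 lists, in RV and LV, for each knockout group. The matrix list stands at 2.83 in cKO RV and at -0.28 in AAV_1E14 RV.

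AAV_1E14 hearts, dosed early with the higher dose, differed from WT in RV and hardly in LV. In RV 2077 genes were higher and 1904 lower, of 13488 tested, with a median absolute log2 fold change of 0.56, and 314 changed more than 2-fold. In LV 1 gene was called, of 13327 tested, and it was Pkp2; 610 genes had an unadjusted p below 0.05. DESeq2 called 6 genes in LV and the unequal-variance test 0, and edgeR called 3 without WT_LV_5819. In RV the count was 2742 without AAV_1E14_RV_2034, and 2493 with the unequal-variance test. With both ventricles pooled 8 genes were called, and with both summed 34. The difference from WT itself differed between ventricles for 2809 genes of 14066 (2856 with relative effective length as a covariate).

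The genes that the study followed by RT-qPCR were not called in either ventricle of AAV_1E14 animals. Nppa stood at -1.61 in RV (adjusted p = 0.196, and -0.038 without WT_RV_5819) and 0.65 in LV (adjusted p = 0.928), Nppb at 0.74 in RV (adjusted p = 0.165), Col1a1 at -0.59 in RV (adjusted p = 0.134, but called at -0.85 without AAV_1E14_RV_2043) and -0.07 in LV (adjusted p = 0.987), and Col3a1 at -0.38 in RV (adjusted p = 0.248). Timp1 was too low to test in RV. The matrix list was not called in RV (camera, adjusted p = 0.0517), where 6 of 29 members were lower, among them Col16a1, Col5a2 and Fmod (0 adjusted over the list alone), or in LV (camera, adjusted p = 0.496, 0 of 30 members, 0 adjusted over the list alone).

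In RV of AAV_1E14 animals the oxidative phosphorylation and titin-linked lists were higher than in WT. Cycs, which encodes cytochrome c (chr6:50539541-50543557), rose from 277 ± 42.8 to 547 ± 90.0 CPM (log2 fold change 0.96, SE 0.12, adjusted p = 1.32e-04), and Uqcrc2 rose by 0.90. Of 45 oxidative phosphorylation genes 30 were higher (31 adjusted over the list alone, camera, adjusted p = 1.69e-12, and adjusted p = 0.383 with an estimated correlation). Of 17 titin-linked genes 10 were higher, Myot by 0.99 among them, and Pdlim7 was lower (10 adjusted over the list alone, camera, adjusted p = 6.07e-05, and adjusted p = 0.234 with an estimated correlation). Dsg2 was at 311 ± 35.8 CPM, against 218 ± 19.4 CPM in WT, and 5 of 9 desmosomal genes other than Pkp2 were higher (5 adjusted over the list alone, camera, adjusted p = 0.00227, and adjusted p = 0.234 with an estimated correlation). Mef2c, a transcription factor of muscle, rose by 1.54. Fabp4, a marker of capillary endothelium, fell from 687 ± 59.4 to 387 ± 49.1 CPM (log2 fold change -0.84, SE 0.09, adjusted p = 1.28e-04), and 15 of 20 endothelial markers were lower and Prox1 higher (15 adjusted over the list alone, camera, adjusted p = 4.37e-06, and adjusted p = 0.285 with an estimated correlation).

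In LV of AAV_1E14 animals some lists moved by a little without any member being called. Interferon-stimulated genes were slightly higher (median log2 fold change 0.25, camera, adjusted p = 3.72e-11) with 0 of 33 members called (0 adjusted over the list alone), and adjusted p = 0.605 with an estimated correlation. Oxidative phosphorylation was lower (median -0.08, camera, adjusted p = 0.00455, 0 of 45 members, 0 adjusted over the list alone, and adjusted p = 0.763 with an estimated correlation). Neither the titin-linked nor the desmosomal list was called in LV (camera, adjusted p = 0.496 for each, 0 of 17 and 0 of 9 members, 0 and 0 adjusted over the list alone).

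Hearts dosed late, the AAV_1E14_2.5wk group, had more genes called against WT in RV than in LV. In RV 2388 genes were higher and 2489 lower, of 13452 tested, and in LV 114 were higher and 84 lower, of 13274 tested, with 2219 at an unadjusted p below 0.05. The count in LV rested on single animals: it was 13, 28, 63 and 344 without AAV_1E14_2.5wk_LV_5755, AAV_1E14_2.5wk_LV_5810, AAV_1E14_2.5wk_LV_5806 and AAV_1E14_2.5wk_LV_5814, and 48, 53, 54, 88, 111, 119 and 340 without WT_LV_5823, WT_LV_5813, WT_LV_13, WT_LV_2040, WT_LV_2031, WT_LV_2004 and WT_LV_5803. In LV DESeq2 called 627, the unequal-variance test 0, limma-trend on log2(TPM + 1) 129 and on log2(TPM + 0.1) 88. With relative effective length as a covariate 1662 genes were called in RV and 68 in LV, with both ventricles pooled 3059, and with both summed 2607. The difference from WT itself differed between ventricles for 2592 genes of 14095 (1142 with relative effective length as a covariate).

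Stress genes stayed high in late-dosed hearts. Myh7 was at 6004 ± 3279 CPM in RV and at 187 ± 84.1 CPM in WT RV (log2 fold change 5.00, SE 0.38, adjusted p = 7.61e-07), and it was 4.11 above WT in LV (SE 0.52, adjusted p = 0.00256). Nppa was higher by 2.37 in RV (SE 0.81, adjusted p = 0.0305) and 3.45 in LV (SE 0.52, adjusted p = 0.00998, and 2.77 without AAV_1E14_2.5wk_LV_5810). With relative effective length as a covariate Nppa in RV turned to -0.29, without WT_RV_5819 it was 3.95, and the call was lost without AAV_1E14_2.5wk_RV_5806 (2.13), AAV_1E14_2.5wk_RV_5807 (2.19) or WT_RV_2040 (2.29). Nppb was higher by 3.02 in RV (adjusted p = 2.49e-05) and not called in LV (1.15, adjusted p = 0.168). Of 13 heart failure genes 10 were higher in RV and 6 in LV (10 and 8 adjusted over the list alone, camera, adjusted p = 4.43e-09 and 2.40e-10, and adjusted p = 0.168 with an estimated correlation in RV and 0.0995 in LV). The titin-linked list was higher in RV, with 12 of 17 members (12 adjusted over the list alone, camera, adjusted p = 8.39e-11, and adjusted p = 0.109 with an estimated correlation). In LV 1 of 17 was higher and the list was not called (camera, adjusted p = 0.0579, 5 higher and 1 lower adjusted over the list alone).

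Matrix genes were also above WT after late dosing. Col1a1 was higher by 1.18 in RV (adjusted p = 0.00172), and not called in LV (1.04, adjusted p = 0.1003), except without WT_LV_5803 (1.24) or AAV_1E14_2.5wk_LV_5801 (1.19). Timp1 was higher by 3.00 in RV (SE 0.39, adjusted p = 3.94e-05), and not called in LV (1.51, adjusted p = 0.131). Col3a1 was higher by 1.19 in RV and not called in LV (0.65, adjusted p = 0.171), except without WT_LV_5803 (0.83). The matrix list had 24 of 30 members higher in RV and 9 of 30 in LV (26 and 27 adjusted over the list alone, camera, adjusted p = 1.64e-13 and 5.17e-24, and adjusted p = 0.347 with an estimated correlation in RV and 0.0995 in LV). Of 19 activated fibroblast genes 13 were higher in RV, with Fap lower, and 9 in LV (13 and 15 adjusted over the list alone, camera, adjusted p = 3.96e-10 and 1.50e-15, and adjusted p = 0.223 with an estimated correlation in RV and 0.0986 in LV).

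The endothelial and fat oxidation lists were called against WT in 1 ventricle each. Esam fell from 50.3 ± 6.57 to 26.2 ± 1.78 CPM in RV, where 16 of 20 endothelial markers were lower and Prox1 higher (17 lower adjusted over the list alone, camera, adjusted p = 3.44e-08, and adjusted p = 0.109 with an estimated correlation). In LV 0 of 20 were called (camera, adjusted p = 0.720, 0 adjusted over the list alone). Fatty acid oxidation was lower in LV, where 5 of 32 members were called, among them Echs1, Acaa2 and Lpl (21 adjusted over the list alone, camera, adjusted p = 1.14e-17, and adjusted p = 0.0986 with an estimated correlation). In RV 6 members were lower and Fabp3 was higher, and the list was not called (camera, adjusted p = 0.455, 2 lower and 1 higher adjusted over the list alone). The largest falls outside the lists included Acsm5, by 2.94, in RV, and Cyp2b10, by 1.75, in LV. Mdh1 is not counted among them, since its row has effective lengths from 397 to 761 bases and the annotated transcript has 2429.

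The third question was how each vector group differed from untreated cKO. AAV_3E13 had 2719 genes higher and 3183 lower than cKO in RV (of 14051) and 1198 and 1319 in LV (of 13964). AAV_1E14 had 3320 and 3618 in RV (of 13708) and 2352 and 2462 in LV (of 13602). AAV_1E14_2.5wk had 3149 and 3510 in RV (of 13911) and 2391 and 2195 in LV (of 13768). These comparisons hold the difference in time of collection, and the counts in LV moved with the test: the unequal-variance test called 129, 426 and 464 genes in LV, and 3028, 4151 and 3227 in RV. The count for AAV_3E13 in LV was 1226 without cKO_LV_2006. For AAV_1E14_2.5wk in RV, 16 genes were called with relative effective length as a covariate. In LV pooled ventricles called 6777, 8678 and 8159 genes, summed ventricles 5774, 7431 and 7056, a single fit to all groups 3802 for AAV_3E13, and limma-trend on log2(TPM + 0.1) 2935 for AAV_1E14_2.5wk.

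Collagen genes were lower in every vector group than in cKO. The log2 fold changes of Col1a1 in RV and LV were -4.20 and -3.34 for AAV_3E13, -5.50 and -4.49 for AAV_1E14, and -3.74 and -3.37 for AAV_1E14_2.5wk. The matrix list was lower in all 6 comparisons (camera, adjusted p from 2.36e-32 to 7.70e-13). Of 31 members 27 and 21 were lower in RV and LV of AAV_3E13 (27 and 24 adjusted over the list alone), with Dcn higher in both. For AAV_1E14 29 of 31 and 28 of 30 were lower (29 and 28 adjusted over the list alone), and for AAV_1E14_2.5wk 23 and 23 of 31 (26 and 26 adjusted over the list alone). None of these 6 calls held, with adjusted p = 0.264, 0.102, 0.1498, 0.0658, 0.292 and 0.320 with an estimated correlation in the same order.

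Fat oxidation genes were higher than in cKO. Cd36 was higher by 1.60, 1.99 and 1.57 log2 units in RV of AAV_3E13, AAV_1E14 and AAV_1E14_2.5wk, and Ppara by 1.71, 2.38 and 1.73. The fatty acid oxidation list was higher in all 6 comparisons (camera, adjusted p from 9.85e-22 to 1.12e-11). In RV 26, 28 and 27 of 32 members were higher (27, 29 and 28 adjusted over the list alone), with adjusted p = 0.264, 0.157 and 0.292 with an estimated correlation. In LV 23 of 31, 28 of 32 and 27 of 30 were higher (26, 28 and 27 adjusted over the list alone), Pparg being lower for AAV_1E14_2.5wk, with adjusted p = 0.166, 0.196 and 0.320 with an estimated correlation.

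Desmosomal genes other than Pkp2 were also higher. Dsg2 was higher by 1.76, 2.41 and 1.82 log2 units in RV and by 0.94, 1.75 and 1.55 in LV. Of 9 desmosomal genes 6 were higher in each comparison except that of AAV_3E13 in LV, with 5 (the same counts adjusted over the list alone, camera, adjusted p from 2.17e-04 to 0.00364). Tmem43 was lower for AAV_3E13 and AAV_1E14 in RV and for AAV_1E14 in LV. No desmosomal call held, with adjusted p from 0.157 to 0.320 with an estimated correlation. Nppa was not called against cKO after late dosing (-0.10 in RV, adjusted p = 0.900, and -0.48 in LV, adjusted p = 0.597, or -1.16 without AAV_1E14_2.5wk_LV_5810), while it was lower by 4.07 and 3.30 after early dosing at the same dose.

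A direct comparison of late with early dosing at 1e+14 asked what the time of dosing changed. In RV 659 genes were higher and 524 lower after late dosing, of 13253 tested, and 310 of them changed more than 2-fold. The number depended on the fit and on single animals. DESeq2 called 1805, limma-trend 654 on log2(TPM + 1) and 622 on log2(TPM + 0.1), and the unequal-variance test 17. With relative effective length as a covariate, which differed between the groups, 1 gene was called. Calls numbered 590, 593, 684, 768 and 1846 without AAV_1E14_2.5wk_RV_5755, AAV_1E14_2.5wk_RV_5807, AAV_1E14_2.5wk_RV_5814, AAV_1E14_2.5wk_RV_5810 and AAV_1E14_2.5wk_RV_5801, and 665, 673 and 747 without AAV_1E14_RV_5822, AAV_1E14_RV_5726 and AAV_1E14_RV_2034. In LV 0 genes were called by edgeR, of 13234 tested, with 964 at an unadjusted p below 0.05; DESeq2 called 57, a single fit to all groups 1, and the unequal-variance test 0, and edgeR called 7 without AAV_1E14_2.5wk_LV_5801. With both ventricles summed 607 genes were called, and with both pooled 1472.

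After late dosing RV held more transcripts of stress and scar genes. Nppa was at 353 ± 223 CPM after late and at 22.3 ± 11.6 CPM after early dosing (log2 fold change 4.00, SE 0.65, adjusted p = 0.00577). Nppb was higher by 2.29 (adjusted p = 0.00510), Col1a1 by 1.78 (adjusted p = 0.00722), Col3a1 by 1.58 and Timp1 by 2.85 (adjusted p = 0.00745). Cilp, a matrix protein of cartilage and of heart fibroblasts, was at 138 ± 62.7 and 8.54 ± 1.495 CPM. Of 31 matrix genes 26 were higher (30 adjusted over the list alone, camera, adjusted p = 4.60e-35, and adjusted p = 0.135 with an estimated correlation). In LV 0 of 30 were called over all genes (25 adjusted over the list alone, camera, adjusted p = 1.51e-29, and adjusted p = 0.146 with an estimated correlation). Activated fibroblast genes were higher by 15 of 20 in RV and 0 of 19 in LV (16 and 16 adjusted over the list alone, camera, adjusted p = 2.64e-25 and 6.55e-22, and adjusted p = 0.0988 with an estimated correlation in RV and 0.146 in LV). Heart failure genes were higher by 7 of 13 in RV and 0 of 12 in LV (10 and 7 adjusted over the list alone, camera, adjusted p = 7.68e-12 and 2.88e-10, and adjusted p = 0.0988 with an estimated correlation in RV and 0.146 in LV).

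The ion channel and fatty acid oxidation lists were lower in RV after late dosing. Kcnj5 (chr9:32223328-32255691) was at 62.3 ± 12.5 CPM after late and at 102 ± 8.23 CPM after early dosing (log2 fold change -0.69, SE 0.12, adjusted p = 0.00722). Of 23 ion channel genes 9 were lower and 1 higher (13 and 1 adjusted over the list alone, camera, adjusted p = 4.63e-07), and this call held at 0.0108 with an estimated correlation. In LV 0 of 23 were called (0 adjusted over the list alone, camera, adjusted p = 3.61e-04, and adjusted p = 0.242 with an estimated correlation). In the other list 12 of 32 fatty acid oxidation genes were lower in RV and 0 of 32 in LV (21 and 1 adjusted over the list alone, camera, adjusted p = 1.01e-12 and 4.58e-11, and adjusted p = 0.1999 with an estimated correlation in RV and 0.233 in LV). Genes of dividing cells were higher, Mki67 by 1.74 in RV, with 7 of 19 called in RV and 0 of 21 in LV (9 and 12 adjusted over the list alone, camera, adjusted p = 1.00e-06 and 1.35e-12, and adjusted p = 0.163 with an estimated correlation in RV and 0.146 in LV).

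The higher and the lower early dose were compared to ask what the dose changed. At 1e+14 675 genes were higher and 666 lower than at 3e+13 in RV, of 13456 tested, and 1458 and 1117 in LV, of 13529 tested. At the higher dose the log2 fold changes of Col1a1 were -1.35 in RV (adjusted p = 0.00513) and -1.19 in LV (adjusted p = 4.58e-04), those of Timp1 -3.10 and -2.09, and those of Nppa -2.64 (adjusted p = 0.0156) and -1.95. Of 31 matrix genes 26 were lower in each ventricle (30 and 31 adjusted over the list alone, camera, adjusted p = 1.46e-32 and 1.79e-28, and adjusted p = 0.0568 with an estimated correlation in RV and 0.0504 in LV). Of the oxidative phosphorylation genes 27 of 45 were higher in RV and 38 of 45 in LV (37 and 43 adjusted over the list alone, camera, adjusted p = 2.95e-23 and 9.37e-33, and adjusted p = 0.102 with an estimated correlation in RV and 0.0600 in LV). The unequal-variance test called 508 genes in RV and 1179 in LV, limma-trend 768 and 1632 on log2(TPM + 1) and 772 and 1617 on log2(TPM + 0.1). In RV 701 genes were called with relative effective length as a covariate and 3528 with summed ventricles, and pooled ventricles called 4579. In LV 1428 genes were called without AAV_1E14_LV_2034, and in RV 703, 703 and 773 were called without AAV_1E14_RV_5822, AAV_1E14_RV_2034 and AAV_1E14_RV_5726.

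The genes that differed between cKO and WT were then followed in each vector group. In AAV_1E14 LV only Pkp2 was called against WT, as higher. Thus 0 of 2998 genes raised in cKO and 0 of 3177 lowered genes could remain (differ from WT in the same direction). The slopes of log2 fold changes on those of cKO were 0.0575 and 0.0770. In AAV_1E14 RV 160 of 2819 raised genes and 298 of 2869 lowered genes remained, with slopes of -0.116 and -0.0435, while 465 and 1027 of them had passed WT to the other side. Lists drawn independently would have shared 435 and 406 genes.

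In AAV_3E13 LV the difference remained for more genes, 1860 of 3021 raised and 2122 of 3135 lowered (601 and 604 for independent lists), with slopes of 0.416 and 0.352. In AAV_3E13 RV 588 of 2818 and 439 of 2838 remained (331 and 284 for independent lists), with slopes of 0.207 and 0.116. In AAV_1E14_2.5wk RV 669 of 2859 and 734 of 2854 remained (506 and 529 for independent lists), with slopes of 0.207 and 0.165, and in LV 95 of 3041 and 80 of 3166 (26.0 and 20.1 for independent lists), with slopes of 0.248 and 0.134.

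Both sides of these comparisons use the same WT libraries. With unchanged simulated groups at most 1 gene remained and the slopes lay between 0.0127 and 0.0570. The covariance of the log2 fold changes across all genes was 0.418 in AAV_3E13 LV and 0.0423 in the simulations, 0.157 and 0.0392 in AAV_3E13 RV, 0.0831 and 0.0533 in AAV_1E14 LV, -0.0589 and 0.0530 in AAV_1E14 RV, 0.221 and 0.0498 in AAV_1E14_2.5wk LV, and 0.190 and 0.0427 in AAV_1E14_2.5wk RV. Genes are not independent replicates. With the WT animals split in 2 sets, so that no WT library served both sides, 779 of 2767 raised genes remained in AAV_3E13 LV with the first set for cKO and 967 of 1858 with the other (covariance 0.402 and 0.389). The same values were 167 of 2628 and 246 of 1786 in AAV_3E13 RV (0.110 and 0.171), 49 of 2479 and 46 of 1670 in AAV_1E14 RV (-0.144 and -0.0597), 0 of 2593 and 31 of 1723 in AAV_1E14 LV (0.0116 and 0.0283), 342 of 2603 and 378 of 1764 in AAV_1E14_2.5wk RV (0.123 and 0.181), and 0 of 2694 and 262 of 1809 in AAV_1E14_2.5wk LV (0.171 and 0.158).

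Single libraries showed the same order in LV. The slope for raised genes was 0.372 ± 0.0818 (SD, n = 8) in AAV_3E13 LV, 0.215 ± 0.0710 (n = 6) in AAV_1E14_2.5wk LV and 0.0564 ± 0.0763 (n = 5) in AAV_1E14 LV. In RV it was 0.185 ± 0.105, 0.199 ± 0.113 and -0.0855 ± 0.0372.

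The last question was how the ventricles differed within a group. In WT hearts 1597 genes were higher and 2001 lower in RV than in LV, of 12970 tested. Pkp2 was lower in RV by 0.37 (adjusted p = 0.00246) and Nppb by 1.90 (adjusted p = 0.00109). Xirp2 was at 1194 ± 215 CPM in RV and 2922 ± 607 CPM in LV (log2 fold change -1.29, SE 0.14, adjusted p = 3.57e-06), and 12 of 17 titin-linked genes were lower in RV (14 adjusted over the list alone, camera, adjusted p = 2.18e-10, held at 0.00853 with an estimated correlation). Cycs was lower in RV (277 ± 42.8 against 594 ± 136 CPM), as were 25 of 45 oxidative phosphorylation genes (26 adjusted over the list alone, camera, adjusted p = 1.79e-08, and adjusted p = 0.361 with an estimated correlation) and 16 of 24 sarcomere genes (19 adjusted over the list alone, camera, adjusted p = 1.79e-08, and adjusted p = 0.149 with an estimated correlation). Vwf, an endothelial gene, was higher in RV (264 ± 57.2 against 105 ± 27.1 CPM), as were 14 of 20 endothelial markers, with Prox1 lower (14 adjusted over the list alone, camera, adjusted p = 9.86e-06, and adjusted p = 0.149 with an estimated correlation), and 6 of 8 Schwann and neuronal markers (6 adjusted over the list alone, camera, adjusted p = 3.82e-04, and adjusted p = 0.246 with an estimated correlation).

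In untreated cKO hearts 1 gene was called between ventricles of 13769 tested, Gm15501, a predicted gene named after its value was seen (log2 fold change 11.4, SE 0.61, adjusted p = 0.014), and 368 genes had an unadjusted p below 0.05. DESeq2 called 13 genes, limma-trend on log2(TPM + 0.1) 2, and the unequal-variance test, a single fit to all groups and a fit to protein-coding genes 0. The count was 0 without cKO_3217 or cKO_2052 and 3 without cKO_3213. With 0 members called, 6 lists were higher in RV (camera, adjusted p from 0.00114 to 0.00884, and adjusted p = 0.981 with an estimated correlation), the matrix, ion channel, antigen presentation, macrophage, resting fibroblast and pericyte lists. The effect of the knockout differed between ventricles for 4 genes of 14713, Gm10108 (-9.21, adjusted p = 0.00274), Mdh1 (-6.78, adjusted p = 0.00274), Gm1821 (-2.13, adjusted p = 0.0308) and RP23-114L12.3 (-1.38, adjusted p = 0.0302), all uncertain. More genes were called with the animal as a block (378), by DESeq2 (84), by limma-trend (106 on log2(TPM + 1) and 113 on log2(TPM + 0.1)), by a single fit to all groups (19), with relative effective length as a covariate (637) and with length offsets (7), and fewer with protein-coding genes (1), without WT_5819, WT_13, WT_5823, WT_5803, WT_5813 or cKO_2006 (2 each), or without cKO_2052 (0). Neither Nppa (-1.44, adjusted p = 0.617, and 0.16 without WT_5819) nor Col1a1 (0.53, adjusted p = 0.687) was called for that difference. The effect of late against early dosing differed between ventricles for 1 gene of 13961, again Mdh1 (-6.82, adjusted p = 0.0401), with 771 genes at an unadjusted p below 0.05, and for 7 by DESeq2 and 0 with a block, with limma-trend, with relative effective length as a covariate, or without any 1 animal other than AAV_1E14_2043. Nppa (1.20, adjusted p = 0.911, and 1.84 without AAV_1E14_2.5wk_5810) and Timp1 (1.31, adjusted p = 0.887) were not called there.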

Values the study reported

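The study collected the treated and WT hearts 51 weeks after Pkp2 was deleted, and the untreated knockout hearts at 4 weeks. Its animals numbered 9 WT, 4 untreated knockout, 2, 8 and 5 dosed early with 1E13, 3E13 and 1E14 vector genomes per kg, and 6 dosed late with 1E14. It ranked genes by an unequal-variance test and called gene sets at a Q value below 0.25.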

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

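The tests of relative effective length, of collection time, of cell share and of a mixed library, and the counts of splits for cKO against WT and for AAV_3E13 against cKO in RV, were chosen only after the result was seen. Single libraries lay far from the others of their group in 5 of 80 groups of values, and chance alone picks out about 1 in 20 groups. Nppa was at 4.93 log2 CPM in AAV_1E14_2.5wk_RV_5801, far below the other libraries of its group. Col1a1 was at 5.75 log2 CPM in the same library, also far below the others. Col1a1 was at 5.70 log2 CPM in AAV_3E13_RV_2047, again apart from its group. The mitochondrial share of counts was 22.9% in AAV_3E13_RV_5768 and 23.8% in AAV_1E14_RV_5726, each far from the rest of its group.

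By a test of the difference without pairing the ventricles of an animal, the effect of cKO differed between RV and LV for 4 genes, Gm10108 (-9.21), Mdh1 (-6.78), Gm1821 (-2.13) and RP23-114L12.3 (-1.38). The highest of 99 other splits gave 1 gene, so chance can be excluded for the number (1 of 100 splits reached it), and with the animal as a block 378 genes were called. The effect of late against early dosing differed between ventricles for 1 gene, Mdh1 (-6.82), and 4 of 100 splits, the real one included, gave as many (highest other 1), so chance can be excluded by a narrow margin for a gene whose lengths are in doubt. The number for late dosing was 0 with the animal as a block, with limma-trend, with relative effective length as a covariate, and without any 1 animal other than AAV_1E14_2043. The number for cKO was 0 without cKO_2052.

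AAV_1E14 differed from WT in 3981 genes in RV and in 1 in LV. A larger spread in LV would leave the same changes there at an unchanged size, but the slope of the LV on the RV changes over the 3940 genes called in RV was -0.0813 (from -0.295 to 0.117 in single LV libraries). Relative effective length as a covariate left 4384 genes called in RV, and GC content with transcript length accounted for 4.31% of the variance of the changes in RV, so neither can be the whole cause. A difference between ventricles was called for 2809 genes, which leaves open a response to AAV_1E14 in RV and, as another candidate explanation, something in the WT RV libraries that treated animals lack. RV and LV differed in 3598 genes in WT and in 382 in AAV_1E14, and these data hold no second set of WT animals to part the 2.

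The cKO libraries stood apart from WT in both ventricles. A lower share of cardiomyocyte RNA would raise markers of all other cells alike, but in RV the median change of activated fibroblast markers was 3.31 log2 units above that of endothelial markers, which argues against it as the whole cause. Earlier collection cannot be told apart from the knockout, because 0 libraries of other groups were collected as early. Loss of Pkp2, the biological explanation given by the design, and the age of the animals stay open together.

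The library AAV_1E14_2.5wk_RV_5814 held both Xist (263 CPM) and Y-linked transcripts (298 CPM over 4 genes), while every other library was clearly male (Xist at most 6.20 CPM) or female (Xist at least 2081 CPM, Y-linked at most 1.30 CPM). Its Xist level lies outside both ranges, which argues against the RV of another single animal. A mix of male and female heart RNA may account for it: a female share of 7.31% from Xist and a male share of 85.3% from the Y-linked genes add up to 92.6%. The LV library of that animal was female (Xist 3064 CPM, Y-linked 0). No biological explanation was tested, which samples were mixed stays open, and late against early dosing gave 684 genes in RV without this library.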

How the results depend on the processing

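The tests with relative effective length as a covariate, with protein-coding genes only, and without single WT, AAV_3E13 or AAV_1E14_2.5wk animals were chosen only after results were seen, and the other alternatives were written beforehand. Depth of 5.34 M to 10.2 M counts limits the genes near 1 CPM, and groups of 4 to 9 animals limit changes below 2-fold: in simulated data 22.4% of genes changed 1.5-fold and 70.1% of those changed 2-fold were found between cKO and WT in RV. Where a value moved the cause was not tested, unless stated. The numbers of genes for cKO against WT in both ventricles stayed within 1.5 times the reported ones under every alternative except the unequal-variance test. DESeq2 size factors, no filter, detection in at least 10% of libraries, mitochondrial genes kept and Xist as a covariate moved no number of genes by more than 1.5 times. Of the values of named genes under alternatives 7733 stayed on their side of the threshold, 493 lost the call, 49 gained one and 12 called ones changed sign; with single animals left out 6986 stayed, 212 lost the call, 8 gained one and 0 called ones changed sign.

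The unequal-variance test on log2(TPM + 1), which uses the spread of each gene alone, called 2922 and 1895 genes for cKO against WT in RV and LV. Against cKO it called 3028 and 129 for AAV_3E13, 4151 and 426 for AAV_1E14, and 3227 and 464 for AAV_1E14_2.5wk. It called 2493 in RV and 0 in LV for AAV_1E14 against WT, 0 for AAV_1E14_2.5wk against WT in LV, 17 for late against early dosing in RV, 508 and 1179 for the higher against the lower dose, and 0 for RV against LV in cKO. In this test Pkp2 was past the threshold no longer for cKO against WT (-1.53 in RV, -1.45 in LV), for AAV_3E13 against cKO in LV (2.19), for AAV_1E14 (2.72) and AAV_1E14_2.5wk (3.35) against WT in LV, or for the higher against the lower dose (1.89 in RV, 1.98 in LV). In simulated data this test found as little as 54.5% of genes changed 4-fold, and the edgeR test at least 95.5%.

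DESeq2 called 6 genes for AAV_1E14 and 627 for AAV_1E14_2.5wk against WT in LV, 1805 in RV and 57 in LV for late against early dosing, 13 for RV against LV in cKO, 84 for the contrast of the knockout's effect between ventricles and 7 for that of late against early dosing. Up to 15.5% of its calls were false in simulated data. Limma-trend on log2(TPM + 1) called 129 for AAV_1E14_2.5wk against WT in LV, 654 for late against early dosing in RV, 768 and 1632 for the higher against the lower dose, and 106 and 0 for these contrasts between ventricles. With log2(TPM + 0.1) the same numbers were 88, 622, 772, 1617, 113 and 0, with 2935 for AAV_1E14_2.5wk against cKO in LV and 2 for RV against LV in cKO.

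A single fit to all groups called 3802 for AAV_3E13 against cKO in LV, 1 for late against early dosing in LV, 0 for RV against LV in cKO and 19 for the contrast of the knockout's effect, and Pkp2 lost its call for AAV_3E13 against WT in LV (0.65) and for RV against LV in WT (-0.36). With both ventricles pooled, 6777, 8678 and 8159 genes were called against cKO (compared with LV) for AAV_3E13, AAV_1E14 and AAV_1E14_2.5wk, 2214 for AAV_3E13, 8 for AAV_1E14 and 3059 for AAV_1E14_2.5wk against WT, 1472 for late against early dosing and 4579 for the higher against the lower dose. With counts summed per animal they were 5774, 7431 and 7056, then 2024, 34 and 2607, then 607 and 3528. Both of these fits average the ventricles, so a change in 1 ventricle is diluted by construction. For AAV_3E13 against WT in RV they turned the sign of Esam (0.027 pooled, 0.045 summed), Tie1 (0.026, 0.082), Cycs (-0.30, -0.35), Ndufb5 (-0.19, -0.15) and Ndufc1 (-0.29, -0.27).

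With relative effective length as a covariate 16 genes were called for AAV_1E14_2.5wk against cKO in RV, where Pkp2 stayed at 4.89 but lost its call, 1908 for AAV_3E13 against WT in RV, 1662 in RV and 68 in LV for AAV_1E14_2.5wk against WT, 1 for late against early dosing in RV, 701 for the higher against the lower dose in RV, and 637 and 0 for the contrasts of the knockout's effect and of late dosing between ventricles. Pkp2 lost its call for RV against LV in WT (-0.32), and Ndufs7 for AAV_3E13 against WT (0.051) and Nppa for AAV_1E14_2.5wk against WT (-0.29), both in RV, changed sign. Where the covariate runs with the groups, the fit cannot part them. Length offsets gave 7 genes for the contrast of the knockout's effect, protein-coding genes alone gave 1, and also 0 for RV against LV in cKO. With the replicate block, which uses the pair of ventricles of an animal, that contrast gave 378 genes and the contrast of late dosing 0.

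With an estimated correlation 2 lists stayed past the threshold for cKO against WT in each ventricle, 11 for AAV_3E13 against WT in LV, 2 in LV and 1 in RV for the higher against the lower dose, 1 for AAV_1E14 against cKO in LV, 1 for late against early dosing in RV, 1 for RV against LV in WT, and 0 in every other comparison. The slopes on the knockout's changes moved by more than their spread between libraries when the WT animals were split in 2 sets. With the first set for cKO they were 0.0468 for lowered genes in AAV_3E13 RV, -0.167 and -0.143 for raised and lowered genes in AAV_1E14 RV, 0.0755 for lowered genes in AAV_1E14_2.5wk RV and 0.319 for raised genes in AAV_3E13 LV, and with the other set -0.117 for lowered genes in AAV_1E14 RV.

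Leaving out 1 animal at a time gave 4998 to 5957 genes for cKO against WT in RV and 5674 to 6425 in LV. Against cKO it gave 5083 to 5856 and 1226 (without cKO_LV_2006) to 2955 for AAV_3E13, 6192 to 6919 and 3875 to 4855 for AAV_1E14, and 5932 to 6568 and 3551 to 4366 for AAV_1E14_2.5wk. Against WT it gave 2163 to 3272 and 4519 to 5291 for AAV_3E13, 2742 to 4348 and 1 to 3 (without WT_LV_5819) for AAV_1E14, and 4172 to 5096 and 13 (without AAV_1E14_2.5wk_LV_5755) to 344 (without AAV_1E14_2.5wk_LV_5814) for AAV_1E14_2.5wk. Late against early dosing gave 590 (without AAV_1E14_2.5wk_RV_5755) to 1846 (without AAV_1E14_2.5wk_RV_5801) in RV and 0 to 7 (without AAV_1E14_2.5wk_LV_5801) in LV, and the higher against the lower dose 703 (without AAV_1E14_RV_2034) to 1586 and 1428 (without AAV_1E14_LV_2034) to 2877. RV against LV gave 2887 to 3374 in WT and 0 to 3 in cKO, the contrast of the knockout's effect 0 to 5 and that of late dosing 0 to 1. Pkp2 kept its direction and its side of the threshold in every comparison of 2 groups, with -1.64 to -1.12 in RV and -1.67 to -1.30 in LV for cKO against WT.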

Other observations

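The counts of splits for cKO against WT and for AAV_3E13 against cKO in RV, and the tests between ventricles in treated groups, were chosen only after the result was seen. Some macrophage genes fell in cKO hearts while their list was higher (adjusted p = 0.0847 with an estimated correlation in RV and 0.216 in LV). Timd4, a marker of resident macrophages, changed by -1.52 log2 units in RV (adjusted p = 0.045) and by -1.72 in LV (adjusted p = 0.024), and Cd163, a scavenger receptor, by -1.33 in RV (adjusted p = 3.9e-04) and -0.53 in LV (adjusted p = 0.10). Lyve1 stood at -0.42 in RV (adjusted p = 0.40) and -0.54 in LV (adjusted p = 0.016). None of Timd4, Cd163 and Lyve1 was called against WT in AAV_1E14. These genes were named after their values were seen.

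RV and LV differed in 2679 genes of 13235 in AAV_3E13, in 382 of 12947 in AAV_1E14 and in 3 of 13277 in AAV_1E14_2.5wk (1637 at an unadjusted p below 0.05). With the animal as a block the numbers were 3004, 905 and 30, and with relative effective length as a covariate 3100, 47 and 0.

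Other splits of the libraries into groups of the same sizes tested whether chance can be excluded. Each number is the real one, followed by the highest of 99 other splits drawn. Chance can be excluded, with 1 of 100 splits as large, for cKO against WT (5990 and, in the highest other split, 34.1% of that in RV, 6451 and 2 in LV). It can be excluded likewise against cKO for AAV_3E13 (5902 and 2 in RV, 2517 and 616 in LV), AAV_1E14 (6938 and 3368, 4814 and 1736) and AAV_1E14_2.5wk (6659 and 5, 4586 and 1). The same holds against WT for AAV_3E13 (2884 and 3, 5136 and 1), AAV_1E14 in RV (3981 and 1) and AAV_1E14_2.5wk in RV (4877 and 2792), for late against early dosing in RV (1183 and 257) and for the higher against the lower dose (1341 and 1, 2575 and 2). For AAV_1E14_2.5wk against WT in LV (198) chance can be excluded with 2 of 100 splits as large, although 1 other split gave 255. It cannot be excluded for the number in AAV_1E14 against WT in LV (1 and 1, 5 of 100 splits), but the 1 gene is Pkp2, whose libraries did not overlap (exact permutation p = 0.0005, the smallest that 2002 arrangements can give). For late against early dosing in LV the real number was 0, so 100 of 100 splits were as large by construction (highest other 2) and nothing follows.

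Between WT ventricles chance can be excluded (3598 and 1), also against 99 other splits that part both libraries of every animal (highest 1775), which exchange the ventricles of some animals. In cKO it cannot be excluded: 11 of 35 splits gave at least the 1 gene of the real one, and the highest, 391, kept both ventricles of each animal together, which points to a structure of the samples by animal. Of the splits that part every pair in cKO, none of the others gave more than 1 gene.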
